A study of Pimelobacter simplex with 6 samples. Its data were reported in "A progesterone biosensor derived from microbial screening" (2020).

How the data were processed

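RNA sequencing was carried out on cultures of the actinomycete *Pimelobacter simplex* (strain VKM Ac-2033D), each inoculated at an optical density of 0.005 into 6 mL of M3 medium and shaken at 150 rpm and 26 °C for 17 h. The series holds 6 libraries with 1 library per condition: no hormone (CNTL), and the steroid libraries labelled PRG, CRT, ALD, ESE and ESL. These names were read as progesterone, cortisol, aldosterone and a pair of estrogens. The labels do not say which of ESE and ESL is estrone and which is estradiol, so both are named by their labels. Per the labels, RNA was taken at the start of stationary phase. Steroid doses and the solvent of the control are not given in the labels, and doses were not used here.

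According to the methods of the study, adapters and low-quality bases were removed with cutadapt, reads were aligned with Bowtie2, sorted with SAMtools and quantified with Cufflinks. No version, strand setting or rule for reads with several alignments was stated. The authors deposited raw counts per gene, as whole numbers. The deposited normalised signal is the count divided by 1 DESeq size factor per library, a ratio that was constant within each library to a relative spread of 9.55e-15. The authors also deposited FPKM from Cufflinks. The deposited sheet named TPM holds a signal that equals FPKM multiplied by the coding length in kb, with column sums that differ between libraries, and so is not TPM. The deposited fold change is the ratio of the normalised value in a steroid library to that in CNTL, without a pseudocount. The authors deposited its log2 in a last sheet, where 57 cells hold a spreadsheet error because 16 genes were listed at 0 in CNTL. The genome sequence, gene coordinates and strands were not used here, and places are given as gene numbers in the order of the deposited table.

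All values below were recomputed from the deposited counts of 5436 genes, of which 3 had no count in any library and 1521 were annotated only as hypothetical proteins. Size factors were calculated by the DESeq median of ratios over all 6 libraries. Apart from a common factor (1.40 here against 1.34 deposited for CNTL), they differed from the deposited ones by at most 0.639%. The factors used here were 1.40 for CNTL, 1.02 for PRG, 0.789 for CRT, 0.987 for ALD, 1.03 for ESE and 0.899 for ESL. Log2 folds were calculated from normalised counts with a pseudocount of 1. Counts of genes at least 2-fold from the control, and medians of gene lists, used the 4433 genes with a mean normalised count of at least 20. Medians and counts of the steroid island used all of its genes unless stated. The fold of a single gene was given without a pseudocount, with the exact Clopper-Pearson 95% interval for its split of counts between the libraries compared. These intervals cover counting error only, because reads carried no molecular identifiers and no condition was replicated. Pairs of libraries differed by a chi-square of 6.32 to 16.5 per gene, so the spread between libraries was wider than counting error.

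No test was possible for a single compound against the control. Those comparisons give values, counting intervals and the percentile of a list's median among 10000 random lists of the same size, matched on mean expression in 20 bins. Tests were made between compound classes fixed before the data were examined: CNTL alone, pregnenes (PRG, CRT and ALD) and estrogens (ESE and ESL). The edgeR quasi-likelihood F test (edgeR 4.0.16, R 4.3.3) was applied to the counts with RLE scaling and filterByExpr, which kept 5227 genes and removed 209. The tests were two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. The fit had 3 residual degrees of freedom, 11.6 prior degrees of freedom and a common biological coefficient of variation of 0.160. It takes the spread between compounds of a class as the error, and the lone CNTL library is assumed to vary like the others. Log2 folds of the class fit are given with their standard error (SE).

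The steroid island was located from the annotation alone, as the stretch where a TetR-family gene lies beside a ketosteroid dehydrogenase gene, an IclR-family gene beside another, and a MarR-family gene beside the IclR gene. Its span ran from the first to the last of these and of the annotated steroid enzymes within 25 genes of the TetR gene. It held 13 genes, of which 3 were regulators and 5 steroid enzymes. The study drew attention to this stretch on the basis of these same libraries, so it is not an independent list. The other lists were fixed by keyword in the product names before the data were examined: steroid genes, ring cleavage, Mce transport, beta-oxidation, cytochrome P450, ferredoxin, propionate, central carbon, respiration, ribosomal proteins, chaperones, oxidative stress, efflux, iron and siderophores, the TetR, IclR and MarR families, all regulators, sigma factors, mobile elements, and ribosomal or transfer RNA. The last had 0 members in the table. Lists were tested between classes with camera and fry from limma 3.58.1. Camera was run with a preset correlation of 0.01 and with an estimated correlation, and values were adjusted over 21 lists per contrast.

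Genes were named by a rule fixed before the data were examined. It took all regulators and steroid enzymes of the island and its 5 largest other members. For each compound against CNTL it took the genes with the largest log2 fold among the 3100 genes with a mean normalised count of at least 50, with 10 in each direction for PRG and 5 for each other compound. For each class contrast it took the 10 genes with the smallest p past the threshold, with at most 5 per direction, and for each list the members with the highest and lowest fold among the same 3100 genes. Genes annotated as ribosomal or transfer RNA were left out of the parts on folds and on class contrasts. Genes named outside the rule are said to be chosen after their values were seen.

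Alternatives fixed beforehand were TMM scaling, total counts, the deposited normalised values, the deposited sheet named TPM, pseudocounts of 0.5 and 10, no filter or a minimum mean of 100, other reference libraries, DESeq2 1.42.0, limma-voom, leaving out each library, joining the control to the estrogens, and the estimated correlation. Added after the data were seen were a keyword list of 39 flagellar and chemotaxis genes, windows of consecutive genes, and splits of the steroid libraries into 3 and 2. The keyword TetR had at first been matched in any case, which took 107 genes, some with unrelated names such as tetratricopeptide proteins. After list medians had been seen it was matched with case, which took 89 genes. The PRG median of the list was 0.05 before (86 measured genes) and 0.06 after (71 measured genes), and the CRT, ALD, ESE and ESL medians were 0.03, -0.06, 0.04 and 0.01 before and 0.05, -0.06, 0.03 and 0.01 after.

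The methods were tested on simulated data. At the size of the pregnene against estrogen contrast, the test recovered 35 of 50 genes set to differ 2-fold, 46 of 49 at 4-fold and 50 of 50 at 8-fold, and 4 of its 185 calls were false. The simulated genes varied independently, with no structure shared between libraries. The share of false calls therefore need not hold in the real libraries. Fold intervals held the true fold in 95.7% of 4000 simulated pairs. Among 40 random lists, 1 had a percentile under 5 or over 95. For the similarity of responses, 200 sets of unchanged libraries were simulated against the same control with negative binomial counts and the dispersion of the class fit. Python 3.11.15 was used with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.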

Results

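Transcript levels were measured by RNA sequencing in 6 cultures of *P. simplex*, an actinomycete that breaks down steroids. There was 1 library per condition: no hormone (CNTL), progesterone (PRG), cortisol (CRT), aldosterone (ALD), and the estrogens labelled ESE and ESL. Progesterone, cortisol and aldosterone are pregnenes with a keto group on an unsaturated A ring. Cortisol and aldosterone carry added hydroxyl groups and aldosterone an aldehyde group, while the estrogens have an aromatic A ring. The study looked for bacterial regulators that respond to steroid hormones. The comparisons below ask which genes differed with each steroid, and which differed between the pregnenes and the estrogens.

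The libraries held 2348008 counts for CNTL, 1647690 for PRG, 1203248 for CRT, 1433953 for ALD, 1655843 for ESE and 1419681 for ESL, over 5411 to 5423 genes with at least 1 count. The median count per gene ran from 50 in CRT to 86 in CNTL. A count of 0 allowed a normalised count of up to 2.14 in CNTL and up to 3.80 in CRT, the library with the fewest counts. No condition was replicated, so every fold of a single compound carries a counting interval only.

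In cells given pregnenes, the transcripts of a steroid catabolism island were several-fold more abundant than in the control, and in cells given estrogens they were close to the control. The island is a run of 13 genes, KR76_27070 to KR76_27130 (gene numbers 5318 to 5330). It holds ketosteroid dehydrogenases and the subunits of ketosteroid hydroxylase, which open the steroid nucleus, along with 3 regulators. Its median log2 fold over the control was 2.73 in PRG (counting interval 2.33 to 2.99), 2.72 in CRT (2.17 to 2.94) and 1.68 in ALD (1.53 to 2.13). It was 0.01 in ESE (-0.20 to 0.22) and 0.07 in ESL (-0.09 to 0.33), and of the scalings tried only the sheet named TPM gave these last medians the opposite sign. Summed over the island, normalised counts were 11.9-fold of the control in PRG (11.2 to 12.6), 9.26-fold in CRT (8.70 to 9.87) and 6.92-fold in ALD (6.50 to 7.38). The sum was 0.980-fold in ESE (0.895 to 1.07) and 1.12-fold in ESL (1.02 to 1.22). Of the 13 genes, 12 were at least 2-fold of the control in PRG, 12 in CRT and 10 in ALD, against 0 in ESE and 0 in ESL. The median over 13 genes lay at percentile 100 of the random lists in each pregnene library, at 60.5 in ESE and at 82.8 in ESL. Over the 12 genes it lay at 100 in each pregnene library, at 50.4 in ESE and at 96.8 in ESL. The study drew attention to this island on the basis of these libraries, so these values are not independent evidence of its direction.

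The 3 regulator genes of the island differed from each other. TetR-family proteins are usually repressors that leave DNA on binding a small molecule, and the TetR-family gene KR76_27130 was 2.33-fold of the control in PRG (1.76 to 3.10), 4.13-fold in CRT (3.18 to 5.42) and 4.39-fold in ALD (3.41 to 5.71). The IclR-family gene KR76_27110 was 4.41-fold in PRG (3.57 to 5.48), 4.68-fold in CRT (3.76 to 5.85) and 2.96-fold in ALD (2.36 to 3.73). The MarR-family gene KR76_27105 was 1.29-fold in PRG (0.776 to 2.14), 1.72-fold in CRT (1.04 to 2.85) and 1.82-fold in ALD (1.15 to 2.92), so in PRG a difference was not detectable at this depth. In ESE and ESL the TetR-family gene was 1.13-fold (0.808 to 1.58) and 1.03-fold (0.713 to 1.46) of the control, and the IclR-family gene was 0.866-fold (0.637 to 1.17) and 1.15-fold (0.859 to 1.54).

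Among the steroid enzymes, the ketosteroid dehydrogenase KR76_27125, which desaturates the A ring, stood highest in CRT and ALD. It was 21.9-fold of the control in PRG (17.2 to 28.1), 48.1-fold in CRT (38.1 to 61.7) and 58.3-fold in ALD (46.2 to 74.5). The steroid isomerase KR76_27120 beside it, which moves a ring double bond, was 7.08-fold in PRG (4.18 to 12.7), 16.9-fold in CRT (10.2 to 29.8) and 19.4-fold in ALD (11.8 to 33.8). The other dehydrogenase, KR76_27115, was 6.80-fold in PRG (5.33 to 8.77), 6.99-fold in CRT (5.44 to 9.06) and 4.33-fold in ALD (3.34 to 5.65). KR76_27070, subunit A of the ketosteroid hydroxylase that prepares the B ring for opening, was 16-fold in PRG (13.9 to 18.6), 7.53-fold in CRT (6.47 to 8.80) and 3.21-fold in ALD (2.72 to 3.79). Subunit B, KR76_27080, was 5.47-fold (3.0 to 10.6), 3.80-fold (1.96 to 7.76) and 2.43-fold (1.21 to 5.09) in the same order. With estrogens KR76_27125 was 1.38-fold in ESE (0.988 to 1.94) and 1.45-fold in ESL (1.03 to 2.05), and KR76_27070 was 1.33-fold in ESL (1.08 to 1.63).

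Of the other island genes, the hydroxylase KR76_27100 was 27.2-fold of the control in PRG (23.2 to 32.0), 12.5-fold in CRT (10.6 to 14.8) and 5.19-fold in ALD (4.36 to 6.22). KR76_27095, a ring-cleaving dioxygenase by annotation, was 17.7-fold (14.1 to 22.5), 10.8-fold (8.50 to 13.8) and 4.43-fold (3.43 to 5.78) in the same order. The hydrolase KR76_27085 was 5.38-fold (4.69 to 6.20), 3.11-fold (2.66 to 3.64) and 1.51-fold (1.27 to 1.79), and the flavin oxidoreductase KR76_27090 was 4.17-fold (2.86 to 6.23), 3.98-fold (2.67 to 6.04) and 1.84-fold (1.17 to 2.91). The hypothetical gene KR76_27075 had few counts and was 9.02-fold in PRG (3.50 to 29.6). Just outside the island, the oxidoreductase gene KR76_27060 was 5.36-fold in PRG (3.71 to 7.91), 13.3-fold in CRT (9.44 to 19.3) and 10.2-fold in ALD (7.21 to 14.8), with 1.55-fold in ESE (0.972 to 2.48) and 1.98-fold in ESL (1.26 to 3.13).

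**Figure D1:**
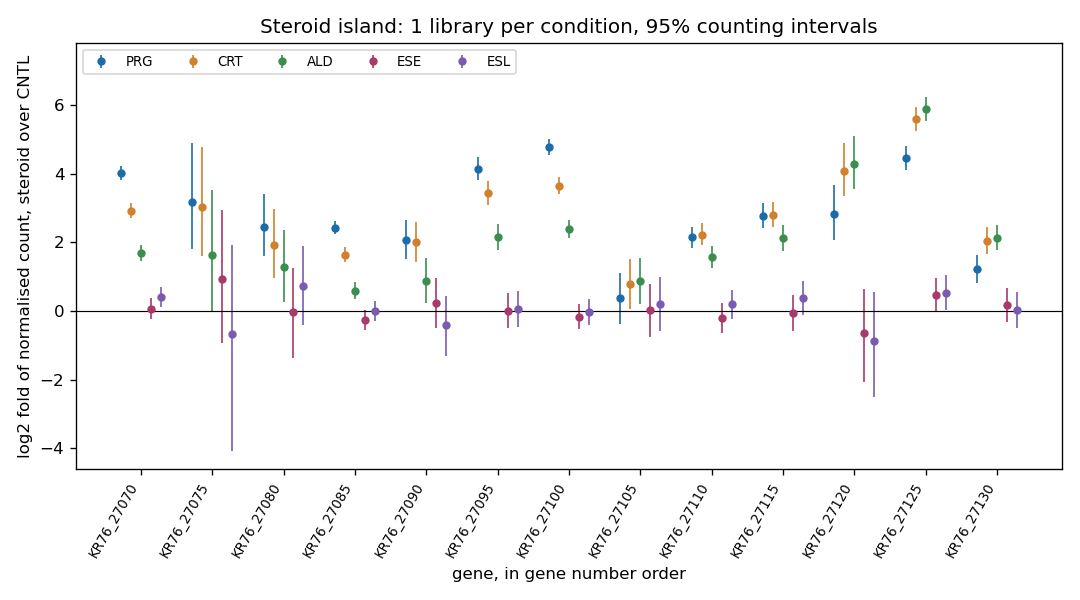
Log2 fold of the normalised count of each steroid library over CNTL (vertical axis) for the 13 island genes in gene number order (horizontal axis). Points are single libraries and bars are exact 95% counting intervals. PRG is highest among the pregnenes at KR76_27100 (27.2-fold) and lowest among them at KR76_27125 (21.9-fold against 58.3-fold in ALD), while ESE and ESL lie near 0.

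The pregnenes were compared directly to see how compounds that differ in their added groups differed in response. The doses are not in the labels, so it is not known whether they matched. At one end of the island, transcripts were more abundant in PRG than in ALD: the ratio of PRG to ALD was 5.0 for KR76_27070 (4.53 to 5.53), 5.23 for KR76_27100 (4.79 to 5.72) and 3.98 for KR76_27095 (3.47 to 4.59). At the other end the order was opposite, with ratios of 0.365 for the isomerase KR76_27120 (0.283 to 0.469), 0.375 for the dehydrogenase KR76_27125 (0.350 to 0.401) and 0.531 for the TetR-family gene KR76_27130 (0.429 to 0.655). In all, 9 genes had a counting interval above 1 and 3 had one below 1. CRT lay between PRG and ALD for KR76_27100, where PRG over CRT was 2.18 (2.04 to 2.33) and CRT over ALD was 2.40 (2.17 to 2.66). For KR76_27125, PRG over CRT was 0.454 (0.422 to 0.488) and CRT over ALD was 0.826 (0.780 to 0.874). Differences between PRG and CRT were not detectable at this depth for the IclR-family gene KR76_27110 (ratio 0.943, 0.808 to 1.10) and the dehydrogenase KR76_27115 (ratio 0.973, 0.836 to 1.13). No difference between ESE and ESL was detectable for KR76_27125 (ratio 0.954, 0.677 to 1.35) or KR76_27130 (ratio 1.10, 0.761 to 1.61). For KR76_27070 the ratio of ESE to ESL was 0.789, with an interval below 1 (0.633 to 0.981).

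Outside the island, PRG differed from the control in a pair of gene neighbourhoods where values were nearer the control with the other pregnenes. The cyclohexanone monooxygenase KR76_22990, a Baeyer-Villiger enzyme by annotation, was 12.8-fold of the control in PRG (10.6 to 15.6), against 0.910-fold in CRT (0.655 to 1.25) and 1.13-fold in ALD (0.850 to 1.49). The neighbouring esterase gene KR76_22995 was 14.6-fold in PRG (9.94 to 22.1) and 2.74-fold in ALD (1.72 to 4.45). Genes of a branched-chain amino acid transporter were also higher: the substrate-binding component KR76_25195 was 8.77-fold (8.12 to 9.48) and the ATP-binding protein LivG, KR76_25185, 6.72-fold (6.00 to 7.53). In CRT and ALD, KR76_25195 was 1.2-fold (1.07 to 1.35) and 0.819-fold (0.726 to 0.922). The neighbours KR76_25190 (5.07-fold), KR76_25180 (6.54-fold) and KR76_23000 (3.42-fold), a hydroxysteroid dehydrogenase by annotation, were chosen after their values were seen. The acyl carrier protein reductase KR76_20030 was 7.11-fold in PRG (5.22 to 9.87), 4.09-fold in CRT (2.90 to 5.85) and 2.06-fold in ALD (1.41 to 3.02), with 0.613-fold in ESE (0.353 to 1.03) and 0.635-fold in ESL (0.358 to 1.09).

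Among the 3100 genes with a mean normalised count of at least 50, to which the highest and lowest folds named for each compound are limited, most of the lowest folds in PRG were in another neighbourhood or in hypothetical genes. That neighbourhood held the aldehyde dehydrogenase KR76_24385 at 0.314-fold of the control (0.289 to 0.341), the AraC-family regulator KR76_24380 at 0.342-fold (0.254 to 0.454), the nitrile hydratase KR76_24360 at 0.342-fold (0.233 to 0.490), the MoxR-like ATPase KR76_24395 at 0.456-fold (0.373 to 0.554) and the alcohol dehydrogenase KR76_24400 at 0.463-fold (0.436 to 0.491). The preprotein translocase subunit YajC, KR76_14840, was 0.357-fold (0.298 to 0.426) and the riboflavin kinase KR76_10765 was 0.450-fold (0.328 to 0.611). The hypothetical genes KR76_17410, KR76_09085 and KR76_21535 were 0.335-fold, 0.403-fold and 0.418-fold. Over the 4433 genes with a mean of at least 20, 45 were at least 2-fold higher and 29 at least 2-fold lower in PRG than in CNTL, and at 4-fold these counts were 19 and 0. Under total counts they were 51 and 21 at 2-fold, and in the sheet named TPM 33 and 49.

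With cortisol, the island and its neighbour KR76_27060 held the highest folds among genes with a mean normalised count of at least 50, and 2 of the 5 lowest were flagellar genes. Flagellin, KR76_05420, the subunit of the flagellar filament, was 0.406-fold of the control in CRT (0.390 to 0.423), and the flagellar protein FliL, KR76_05280, was 0.452-fold (0.311 to 0.644). The hypothetical gene KR76_00144 was 0.389-fold (0.283 to 0.525), the XRE-family regulator KR76_22525 was 0.438-fold (0.394 to 0.487) and KR76_17410 was 0.472-fold (0.339 to 0.645). In CRT 69 genes were at least 2-fold higher and 13 at least 2-fold lower, with 11 and 0 at 4-fold. The split depended on the scaling and the reference, with 113 and 4 under total counts, 42 and 31 in the sheet named TPM, and 19 and 10 against the mean of the other 5 libraries.

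With aldosterone, a membrane protein gene outside the island, KR76_17785, was 9.28-fold of the control (8.61 to 10), and the same gene was 6.86-fold in ESE (6.35 to 7.42) against 1.36-fold in PRG (1.23 to 1.51) and 1.25-fold in ESL (1.12 to 1.39). The lowest folds in ALD among genes with a mean normalised count of at least 50 were those of cysteine synthase B, KR76_25260, which makes cysteine (0.270-fold, 0.156 to 0.443), KR76_17410 (0.340-fold, 0.241 to 0.471), the aldehyde dehydrogenase KR76_24385 (0.369-fold, 0.341 to 0.399), the hypothetical gene KR76_00106 (0.372-fold, 0.252 to 0.538) and a methylmutase of cobalamin synthesis, KR76_17045 (0.375-fold, 0.314 to 0.446). In ALD 75 genes were at least 2-fold higher and 35 at least 2-fold lower, with 8 and 0 at 4-fold. Under total counts the split was 163 and 11, and against the mean of the other 5 libraries it was 29 and 7.

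In ESE the lowest folds among genes with a mean normalised count of at least 50 were mostly those of flagellar genes. Flagellin (KR76_05420) was 0.210-fold of the control (0.200 to 0.221), the hook-associated proteins FlgK (KR76_05435) and FliD (KR76_05415), which join and cap the filament, were 0.253-fold (0.210 to 0.303) and 0.277-fold (0.237 to 0.321), the hypothetical gene KR76_00106 was 0.242-fold (0.151 to 0.372) and the transporter gene KR76_26215 was 0.275-fold (0.168 to 0.434). Besides KR76_17785, the highest folds were 3.06 for the hypothetical gene KR76_10260 (2.95 to 3.19), 2.65 for the universal stress protein KR76_16230 (2.28 to 3.07), 2.59 for the cupin protein KR76_15910 (2.23 to 3.0) and 2.58 for the fumarylacetoacetate hydrolase family gene KR76_15905 (1.99 to 3.37). The last 3 of these were also higher in ALD, at 3.0-fold (2.59 to 3.47), 3.69-fold (3.21 to 4.25) and 3.36-fold (2.61 to 4.35). In ESE 36 genes were at least 2-fold higher and 44 at least 2-fold lower, with 1 and 2 at 4-fold. In the sheet named TPM the split was 15 and 69, and against the mean of the other 5 libraries 12 and 27.

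In ESL the lowest folds among genes with a mean normalised count of at least 50 were mostly in the alcohol and aldehyde dehydrogenase neighbourhood. KR76_24385 was 0.0985-fold of the control (0.0848 to 0.114), KR76_24380 was 0.134-fold (0.0815 to 0.209), KR76_24400 was 0.147-fold (0.133 to 0.163) and KR76_24360 was 0.195-fold (0.114 to 0.315). The flagellar sigma factor KR76_05425, which directs transcription of flagellar genes, was 0.189-fold (0.0943 to 0.345). The highest folds were 2.76 for GTP cyclohydrolase II of riboflavin synthesis, KR76_12745 (1.93 to 4.01), which was 4.94-fold in PRG (3.58 to 6.92), 2.32 for KR76_10260 (2.23 to 2.42), 2.17 for the secreted protein KR76_19825 (2.01 to 2.35), 2.11 for the putrescine transporter protein PotA, KR76_17675 (1.67 to 2.68), and 2.07 for the luciferase-like gene KR76_18065 (1.73 to 2.49). In ESL 30 genes were at least 2-fold higher and 56 at least 2-fold lower, with 0 and 11 at 4-fold. The split was 45 and 50 under total counts, 3 and 137 in the sheet named TPM, and 9 and 41 against the mean of the other 5 libraries.

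**Figure D2:**
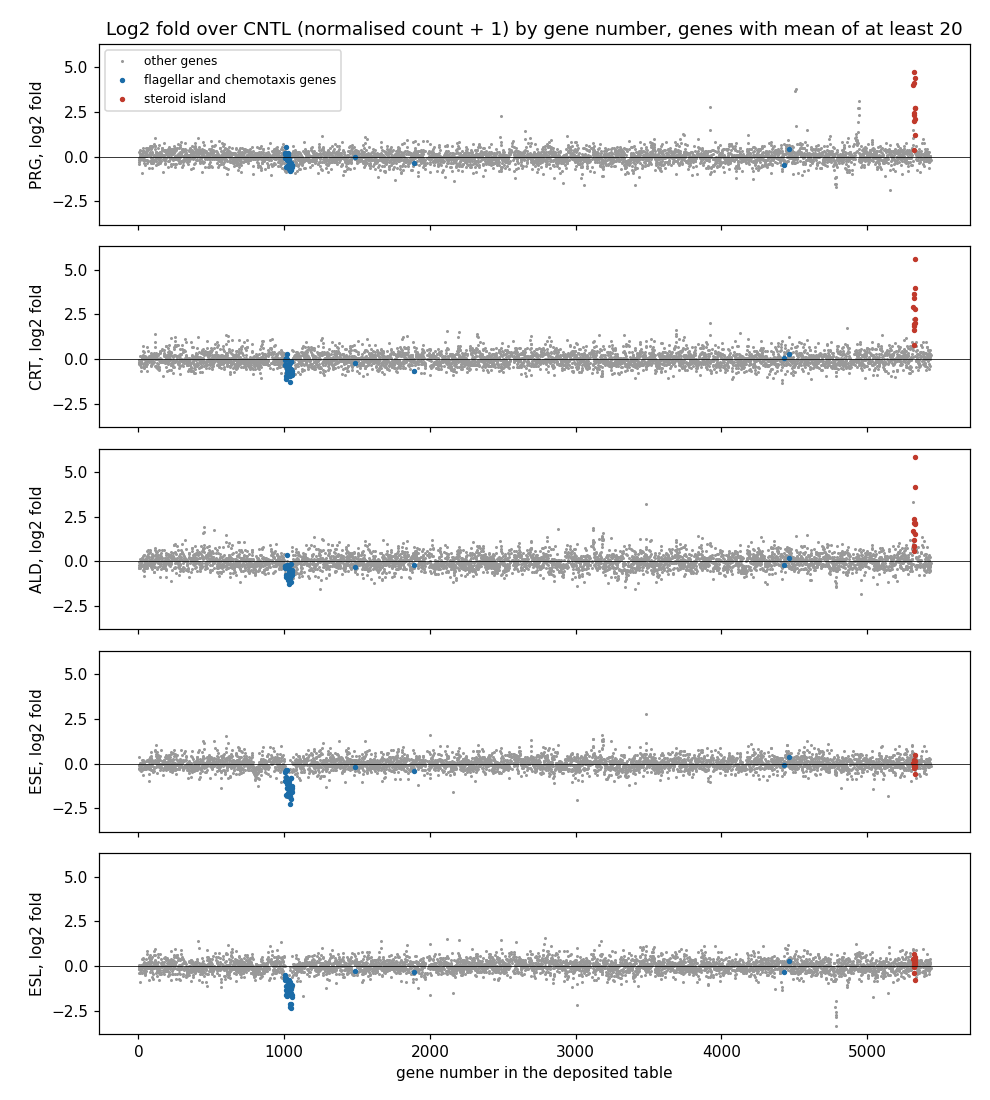
Log2 fold of each steroid library over CNTL (vertical axes, 1 panel per library, pseudocount of 1) against gene number in the deposited table (horizontal axis), for the 4433 genes with a mean normalised count of at least 20. Island genes are red, flagellar and chemotaxis genes blue and other genes grey. The island stands out in PRG, CRT and ALD (medians over its 13 genes of 2.73, 2.72 and 1.68), and the flagellar stretch (gene numbers 1007 to 1057) is lowest in ESE and ESL (medians of -1.25 and -1.30 over the list).

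By the number of genes at least 2-fold apart among the 4433 genes, ALD and ESE were the closest pair of libraries, with 38, although the median over island genes of the log2 difference between ALD and ESE was 1.76. PRG and ESL were farthest apart by this count, with 147. Within the pregnenes, 127 genes were at least 2-fold apart between PRG and CRT, 133 between PRG and ALD and 85 between CRT and ALD. Between ESE and ESL there were 78, against 74 between CNTL and PRG. The order of pairs depended on the measure. By chi-square per gene, which grows with depth, ESE and ESL were closest (6.32), followed by ALD and ESE (6.37), and CNTL and ALD were farthest apart (16.5). The median over island genes of the log2 difference, taken gene by gene, was 0.07 for PRG minus CRT, 1.14 for PRG minus ALD and 0.69 for CRT minus ALD, and so is not the difference of the island medians given above. These are counts from single libraries and have no test.

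Between the classes, most genes of the steroid island were higher with pregnenes than with estrogens, as were 8 of the 37 flagellar and chemotaxis genes tested (6 by limma-voom). In all, 23 genes were higher and 3 lower with pregnenes (edgeR, adjusted p under 0.05, 5227 genes tested). The dehydrogenase KR76_27125 rose by 4.91 log2 (SE 0.37, edgeR adjusted p = 8.97e-06), the dehydrogenase KR76_27115 by 2.41 (SE 0.25, adjusted p = 0.000185) and the isomerase KR76_27120 by 4.56 (SE 0.48, adjusted p = 0.000185). The IclR-family gene KR76_27110 rose by 1.99 (SE 0.24, adjusted p = 0.000701) and the dioxygenase KR76_27095 by 3.41 (SE 0.44, adjusted p = 0.00139). Each of these was higher in all 3 pregnene libraries than in both estrogen libraries. The TetR-family gene KR76_27130 rose by 1.74 (SE 0.26, adjusted p = 0.00631), with the same order of libraries. The genes that fell with pregnenes were KR76_10260 (log2 -1.02, SE 0.20, adjusted p = 0.0393), the dicarboxylate transporter DctA, KR76_15365 (-0.97, SE 0.20, adjusted p = 0.0393), and KR76_01140, a ketosteroid dehydrogenase outside the island (-0.85, SE 0.17, adjusted p = 0.0419), each lower in all 3 pregnene libraries than in both estrogen libraries. Their calls were fragile. Of the 3, limma-voom called 2, and edgeR with the control joined to the estrogens called 0. Without CRT their adjusted p values were 0.132, 0.138 and 0.194; without PRG, KR76_10260 and KR76_01140 had 0.0589 and 0.0589; without ALD, KR76_15365 and KR76_01140 had 0.142 and 0.0714; without ESE, KR76_10260 and KR76_01140 had 0.305 and 0.0504; and without ESL, KR76_15365 and KR76_01140 had 0.999 and 0.781. The count of 26 genes was 13 without ESL and 12 with the control joined to the estrogens.

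Of the 13 island genes, 10 rose with pregnenes relative to estrogens over all genes tested, and 12 when adjusted over the list alone. DESeq2 called 9 and limma-voom 8. The island's adjusted p by limma camera was 0.0155 with an estimated correlation. The study chose the island on these samples, and reported that it rose with the pregnenes and did not differ with the estrogens. Neither this p value, nor the calls of single island genes, nor the count adjusted over the list alone is therefore independent evidence. The call of the hydrolase KR76_27085 (log2 1.87, edgeR adjusted p = 0.0393) was lost under DESeq2 (0.370), limma-voom (0.0957), without CRT (0.0864) and without ESE (0.0508). That of the flavin oxidoreductase KR76_27090 (log2 1.76, edgeR adjusted p = 0.0393) was lost under limma-voom (0.185), without PRG (0.0926), without CRT (0.119) and without ESL (0.168). Both genes were higher in all 3 pregnene libraries than in both estrogen libraries.

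Relative to the control, 8 genes rose with pregnenes and 1 fell (edgeR). The dehydrogenase KR76_27125 rose by 5.41 log2 (SE 0.53, edgeR adjusted p = 0.000234), KR76_27115 by 2.59 (SE 0.33, adjusted p = 0.00336), the neighbouring oxidoreductase KR76_27060 by 3.25 (SE 0.46, adjusted p = 0.00635), the isomerase KR76_27120 by 3.83 (SE 0.55, adjusted p = 0.00635) and the IclR-family gene KR76_27110 by 2.0 (SE 0.31, adjusted p = 0.0109), each higher in 3 of 3 pregnene libraries than in CNTL. By limma-voom the isomerase was not called (0.115). The TetR-family gene KR76_27130 rose by 1.85 (SE 0.34, adjusted p = 0.0435), a call lost without CRT (0.104), without ALD (0.0723), under TMM scaling (0.0624) and by limma-voom (0.0651). The dioxygenase KR76_27095 (log2 3.45, adjusted p = 0.0297) and the hydroxylase KR76_27100 (log2 3.90, adjusted p = 0.0413) were lost without CRT (0.0520 for both) and by DESeq2 (0.0684 and 0.0725), KR76_27095 also by limma-voom (0.0514) and KR76_27100 also under TMM (0.0571). The hypothetical gene KR76_17410 fell by 1.40 (SE 0.26, adjusted p = 0.0435), lower in 3 of 3, and its call was lost under TMM (0.0624), DESeq2 (0.148), limma-voom (0.0651), without PRG (0.0836) and without ALD (0.145). Of the 13 island genes 7 rose, and 12 when adjusted over the list alone, with 5 by DESeq2 and 4 by limma-voom, and the study chose the list on these samples. The island's limma camera adjusted p was 0.0282 with an estimated correlation. For the same reason, neither this value nor the calls of single island genes are independent evidence. The split of 8 and 1 was 6 and 0 under TMM, and the total of 9 was 14 without ESE or without ESL and 5 by limma-voom.

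With estrogens relative to the control, the genes that fell were mainly those of the flagellum and of chemotaxis, and the island did not pass the test. By edgeR 0 genes rose and 23 fell, with 188 genes at an unadjusted p under 0.05. DESeq2 called 1 gene higher and 24 lower, and limma-voom 1 and 23. The hook-associated proteins FliD (KR76_05415) and FlgK (KR76_05435) fell by 1.97 log2 (SE 0.23, edgeR adjusted p = 0.000903) and by 2.05 (SE 0.23, adjusted p = 0.000903). Flagellin, KR76_05420, fell by 2.28 (SE 0.28, adjusted p = 0.00124), the hypothetical gene KR76_05265 within the flagellar stretch by 1.84 (SE 0.27, adjusted p = 0.00758) and the hook-associated protein FlgL, KR76_05440, by 1.5 (SE 0.22, adjusted p = 0.00762). Each was lower in both estrogen libraries than in CNTL. Of the 13 island genes edgeR called 0, with 0 at an unadjusted p under 0.05, and DESeq2 and limma-voom called 0 and 0.

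The flagellar and chemotaxis genes were followed as a keyword list defined after the class contrasts had been seen. It holds 39 annotated genes, 34 of them in the stretch of gene numbers 1007 to 1057, and 1 gene of twitching motility, KR76_09715. Over the 35 genes with a mean of at least 20, the median log2 fold over the control was -0.19 in PRG, -0.57 in CRT, -0.59 in ALD, -1.25 in ESE and -1.30 in ESL, and none of these changed sign under the scalings tried. At least 2-fold lower were 0, 2, 4, 21 and 24 genes. Of the 37 genes tested, 14 fell with estrogens relative to the control, out of 23 that fell in all. Because the list was drawn up from these results, no test of the list as a set is given. Relative to estrogens, 8 rose with pregnenes, among them FliD (KR76_05415) by 1.2 log2 (SE 0.18, edgeR adjusted p = 0.00650) and flagellin (KR76_05420) by 1.37 (SE 0.22, adjusted p = 0.00862), both higher in all 3 pregnene libraries than in both estrogen libraries. Without ESL, edgeR kept the call of flagellin and lost each of the others, with an adjusted p of 0.0949 for FliD and from 0.0730 (FliG, KR76_05335) to 0.443 (CheW, KR76_05485) over them. FliD and flagellin were also lost with the control joined to the estrogens. With pregnenes relative to the control, edgeR called 0 flagellar genes, with 12 at an unadjusted p under 0.05, and DESeq2 and limma-voom called 0 and 0.

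**Figure D3:**
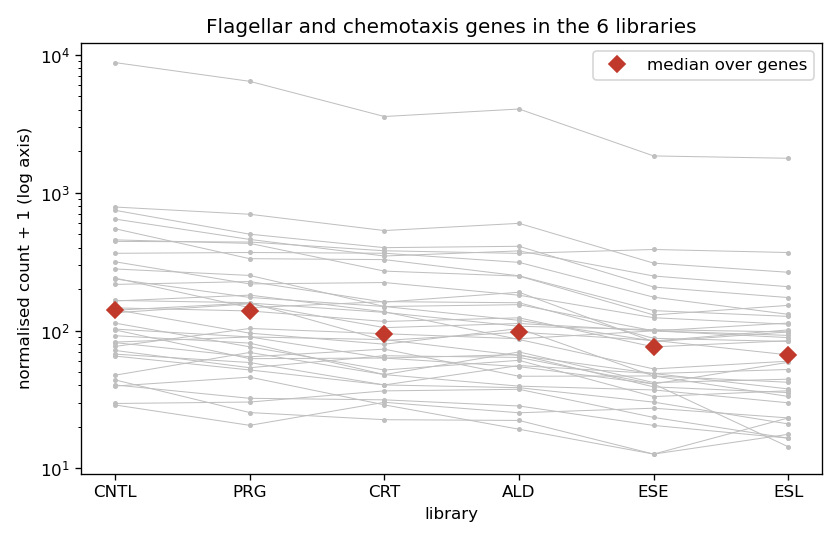
Normalised count plus 1 (vertical log axis) of 35 flagellar and chemotaxis genes in the 6 libraries (horizontal axis). Grey lines join the values of a gene and red diamonds mark the median over genes, which was 140.3 in CNTL, 138.7 in PRG, 94.8 in CRT, 97.3 in ALD, 76.1 in ESE and 66.6 in ESL.

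Steroid genes elsewhere in the genome stood much closer to the control than the island did. The 31 annotated steroid genes, 28 of them measured, had a median log2 fold of 0.21 in PRG, 0.08 in CRT, 0.25 in ALD, 0.13 in ESE and 0.32 in ESL. For the 23 measured outside the island the medians were 0.16, -0.05, 0.22, 0.23 and 0.29, with 2, 0, 0, 1 and 0 genes at least 2-fold higher, at percentiles 99.5, 58.2, 99.9, 99.9 and 100 of the random lists. Members called highest or lowest, here and in the lists that follow, are so only among genes with a mean normalised count of at least 50, and some genes with fewer counts lay beyond them. The lowest steroid genes in this sense included the ketosteroid dehydrogenase KR76_14500 in PRG (0.882-fold, 0.790 to 0.983), a hydroxysteroid dehydrogenase, KR76_13560, in CRT (0.585-fold, 0.371 to 0.899) and a ketosteroid hydroxylase subunit B, KR76_14160, in ALD (0.819-fold, 0.740 to 0.907). With the same limit the dehydrogenase KR76_01140 was highest in ESE (1.45-fold, 1.27 to 1.67) and ESL (1.78-fold, 1.55 to 2.03). Medians of this and the following lists are small. Over the scalings tried 68 of 105 list medians changed sign, and 23 of 105 without the sheet named TPM, whose shift of the median of all genes reached -0.38 log2 in ESL. These 105 include the island, over its genes with a mean of at least 20. At least 1 median that changed sign was in 20 of the 21 lists, the island among them.

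Other lists of steroid breakdown were also near 0. Medians are given in the order PRG, CRT, ALD, ESE and ESL. Ring cleavage genes (22 measured) had 0.03, -0.15, -0.04, -0.02 and 0.02, with KR76_27095 of the island highest in the pregnenes, homogentisate dioxygenase KR76_20045 lowest in PRG (0.648-fold, 0.601 to 0.699), and the catechol-type dioxygenase KR76_02285 highest in ESE (2.28-fold, 1.70 to 3.07). Mce transport genes (37), whose relatives carry sterols in mycobacteria, had 0.16, -0.14, 0.11, 0.10 and 0.07, with the lipoprotein KR76_01235 highest in ALD (1.89-fold, 1.30 to 2.78) and the membrane protein KR76_01205 lowest in CRT (0.580-fold, 0.413 to 0.803). Beta-oxidation genes (104) had 0.07, -0.08, 0.01, 0.09 and 0.16. Of these, the acyl-CoA dehydrogenase KR76_17670 was 1.96-fold of the control in ESL (1.45 to 2.66) and the enoyl-CoA hydratase KR76_01145 was 0.464-fold in ALD (0.348 to 0.612). Cytochrome P450 genes (10) had 0.04, -0.27, 0.22, 0.12 and 0.06, with KR76_26560 highest in ALD (1.40-fold, 1.02 to 1.92) and KR76_14335 lowest in CRT (0.753-fold, 0.615 to 0.917). Ferredoxin genes (17) had -0.12, -0.05, 0.20 and 0.09, with a value near 0 in ESL, and the reductase KR76_10310 was 2.34-fold in ALD (1.78 to 3.10). Propionate genes (7) had -0.07, -0.19, -0.21, 0.18 and 0.04, with KR76_24100 at 2.14-fold in ESE (1.99 to 2.31) and the methylmalonyl-CoA mutase KR76_07245 at 0.569-fold in PRG (0.458 to 0.704).

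Ribosomal protein genes (55 measured) had medians below 0 in every steroid library and under every scaling tried, at -0.10, -0.17, -0.45, -0.23 and -0.14. In ALD and ESE these lay at percentile 0 of the random lists, against 53.6 in PRG, 87.7 in CRT and 14.3 in ESL. The protein L33p, KR76_04430, went the other way at 2.02-fold in CRT (1.90 to 2.14), and L14p, KR76_21235, was lowest in ALD (0.541-fold, 0.518 to 0.564). Central carbon genes (19) had -0.09, -0.12, -0.22, 0.06 and 0.11, with citrate synthase KR76_04750, the entry of the citric acid cycle, at 0.483-fold in PRG (0.424 to 0.549) and a succinate dehydrogenase flavoprotein, KR76_13710, at 2.04-fold in PRG (1.55 to 2.71) and 2.12-fold in CRT (1.58 to 2.85). Respiration genes (31) had -0.03, -0.21, -0.16, 0.07 and 0.05, with a cytochrome bd subunit, KR76_06725, at 1.97-fold in ALD (1.54 to 2.52) and the ATP synthase delta chain, KR76_10475, at 0.615-fold (0.590 to 0.640) in the same library. Of the measured members, 0 were at least 2-fold higher in ALD and 0 in ESE. Another cytochrome bd subunit, above 2-fold in ALD and ESE and given under other observations, thus lies outside this keyword list.

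Most lists of stress and transport had medians near the control. Chaperones (19) had medians of -0.11, -0.09, -0.11, -0.03 and -0.09, with a copper chaperone, KR76_27020, at 1.72-fold in ALD (1.24 to 2.39) and GroEL, KR76_21440, which folds proteins, at 0.717-fold (0.701 to 0.733). Oxidative stress genes (26) had 0.02, -0.20, 0.01, -0.03 and -0.14, with the hydroperoxide resistance gene KR76_14510 at 1.75-fold in ESE (1.47 to 2.07) and 0.6-fold in ESL (0.468 to 0.764), and a nickel superoxide dismutase, KR76_10270, at 0.537-fold in CRT (0.512 to 0.564). Efflux genes (32) had 0.09 in PRG, -0.01 in CRT, -0.04 in ALD, near 0 in ESE and -0.04 in ESL, with KR76_15105 at 1.75-fold in CRT (1.25 to 2.45) and KR76_10290 at 0.636-fold in ALD (0.540 to 0.746). Iron and siderophore genes (34) had 0.08, 0.10, 0.12, 0.00 and -0.05, with a siderophore-binding protein, KR76_16405, at 0.436-fold in ALD (0.329 to 0.571). Mobile elements (35) had 0.10, -0.19, -0.07, -0.30 and -0.22, at percentiles 98.2, 1.54, 37.7, 0 and 0.06 of the random lists, and the phage tail fibre gene KR76_02870 was 0.394-fold in ESE (0.325 to 0.477) and 0.437-fold in ESL (0.359 to 0.529).

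The lists of regulators, which include those of the island, had medians from -0.15 to 0.28. TetR-family genes (71 measured) had medians of 0.06, 0.05, -0.06, 0.03 and 0.01, with KR76_27130 of the island highest in each pregnene library and KR76_16020 lowest in ESL (0.572-fold, 0.433 to 0.749). IclR-family genes (13) had -0.15, 0.28, 0.03, 0.01 and -0.01, with KR76_27110 of the island highest in each pregnene library and KR76_20060 lowest in PRG (0.554-fold, 0.401 to 0.757). MarR-family genes (15) had 0.23, 0.15, 0.12, 0.02 and 0.07, with KR76_06245 highest in ALD (2.59-fold, 1.95 to 3.48). All regulators (258) had 0.04, 0.03, -0.01, 0.01 and 0.02, and KR76_16240 was highest in ESE (2.09-fold, 1.70 to 2.59). Sigma factors (31) had -0.02, 0.17, 0.01, -0.10 and 0.06, with KR76_26440 lowest in CRT (0.497-fold, 0.348 to 0.699) and the flagellar KR76_05425 lowest in ESL.

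In the class contrasts, limma camera with the preset correlation passed 13 of 63 list tests, and 2 with an estimated correlation, both of them the island with pregnenes. Between pregnenes and estrogens the estimate was 0.0112 for steroid genes, 0.0172 for beta-oxidation and 0.0221 for central carbon, against the preset 0.01. It was 0.226 for mobile elements and 0.300 for respiration. For the steroid genes, correlation between genes thus does not account for the lost call. The study chose the island on these samples, so its passes by camera and by fry are not independent evidence. Fry passed 0 in 1 direction and 5 for change in either direction: the island and the steroid genes in both pregnene contrasts, and the chaperones between pregnenes and the control (median log2 -0.11, adjusted p = 0.00869 by limma fry). The steroid genes were higher with pregnenes than with estrogens by the preset limma camera test (adjusted p = 0.00119), with an adjusted p = 0.333 with an estimated correlation. Their median was -0.07 and their mean 0.48, so the median and the mean differ in sign, unlike in the other lists that passed, and by edgeR 4 rose and 1 fell (6 and 1 adjusted over the list alone). The 4 that rose (KR76_27125, KR76_27115, KR76_27120 and KR76_27070) also belong to the island, so this list is not separate from it, while KR76_01140, which fell, lies outside. Relative to the control the limma camera adjusted p was 2.87e-10 for pregnenes (median 0.22, adjusted p = 0.0815 with an estimated correlation) and 0.00215 for estrogens (median 0.24, adjusted p = 0.808 with an estimated correlation).

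The remaining preset calls were lost in the same way. Between pregnenes and estrogens they were beta-oxidation (median log2 -0.10, limma camera adjusted p = 0.0120, and adjusted p = 0.462 with an estimated correlation), central carbon (median -0.18, 0.00589, and adjusted p = 0.411 with an estimated correlation), respiration (median -0.18, 0.00589, and adjusted p = 0.782 with an estimated correlation) and mobile elements (median 0.15, 0.00184, and adjusted p = 0.655 with an estimated correlation). By edgeR 0 of the 110 beta-oxidation genes passed on their own, with 10 at an unadjusted p under 0.05, and 0 by DESeq2 and limma-voom. Ribosomal proteins were lower with pregnenes than in the control (median log2 -0.23, limma camera adjusted p = 1.13e-05, and adjusted p = 0.718 with an estimated correlation) and lower with estrogens (median -0.18, 0.00215, and adjusted p = 0.908 with an estimated correlation). By edgeR 0 of 56 passed in either contrast, with 4 and 1 at an unadjusted p under 0.05, and 0 by DESeq2 and limma-voom. Relative to the control, estrogens also gave higher beta-oxidation (median log2 0.11, limma camera adjusted p = 0.0238, and adjusted p = 0.908 with an estimated correlation) and lower mobile elements (median -0.22, 0.000125, and adjusted p = 0.908 with an estimated correlation), where edgeR called KR76_02870 alone.

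Because every fold shares the same control, similar folds arise between unchanged libraries, and the overlaps were set beside simulations of that case. Across 4433 genes, which are not independent replicates, the log2 folds of ALD and ESE had a Pearson correlation of 0.637, against 0.469 simulated. Those of CRT and ALD had 0.576 against 0.454, and those of PRG and ALD 0.470 against 0.470. For PRG and CRT it was 0.437 against 0.458. For ESE and ESL it was 0.505 against 0.464, and for PRG and ESL 0.324 against 0.465. Genes at least 2-fold higher in both libraries numbered 25 for CRT and ALD (6.76 simulated, 1.17 if independent), 24 for PRG and CRT (7.0 and 0.700) and 23 for ALD and ESE (6.89 and 0.609). Island genes are among those shared by the pregnenes, since 11 were at least 2-fold higher in PRG, 11 in CRT and 9 in ALD. ESE and ESL shared 33 genes at least 2-fold lower (3.16 simulated, 0.556 if independent) and 3 at least 2-fold higher (6.75 simulated). Their covariance was 0.0706 against 0.0708 simulated. That of PRG and ESE was 0.0489 against 0.0707, and that of ALD and ESE was 0.101 against 0.0708. The simulation took the dispersion of the class fit, which counts the spread between compounds as error, and so may overstate the shared part. A value at or below the simulated one, as for ESE and ESL or PRG and CRT, therefore cannot show that a pair shares nothing beyond the control. The lone control cannot be divided, and the part of an excess that comes from that library was not separated.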

Values the study reported

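In binding assays with purified protein, the study measured how much of the TetR-family regulator SRTF1 left its DNA site within 30 s of exposure to 5 μM steroid. It gave 81% dissociation for progesterone and 4.5% for vehicle. For aldosterone it gave 10%, and for cortisol 13%.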

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

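All alternatives in this part were planned, and the choices added later are given with the methods. No paired analysis was possible because each group has only replicate 1. Of 123 alternative values of the main results, 92 stayed within their interval or within 1.5 times the count and 31 moved. The island median moved in 5 of 33 alternatives. In the deposited sheet named TPM it was 2.33 in PRG, 1.53 in ALD and -0.22 in ESL, and with a pseudocount of 10 it was 2.11 in PRG and 2.10 in CRT. The number of genes at least 2-fold from the control moved in 20 of 45. With a pseudocount of 10 it was 43 in PRG, 36 in CRT, 63 in ALD and 51 in ESE. Without a filter on low counts it was 232, 268, 271, 213 and 226 in PRG, CRT, ALD, ESE and ESL, and with a mean of at least 100 it was 25, 22, 38, 33 and 33, since more or fewer genes were counted. Against the mean of the other 5 libraries it was 29 in CRT, 36 in ALD, 39 in ESE and 50 in ESL, under total counts 174 in ALD, and in the sheet named TPM 140 in ESL. For these other settings the cause was not tested, but total counts shifted the median of all genes by 0.13 log2 in CRT and 0.20 in ALD, and the sheet named TPM by -0.10 in PRG, -0.15 in CRT, -0.20 in ESE and -0.38 in ESL. Genes called between pregnenes and estrogens ranged from 13 (without ESL) to 29 (without ALD) when a library was left out, and were 12 with the control joined to the estrogens. Between pregnenes and the control they ranged from 6 to 14 and were 5 by limma-voom, and between estrogens and the control from 16 to 32. List calls fell from 13 to 2 with the estimated correlation. Pairs of libraries moved in 0 of 15 under TMM, the only alternative run for all of them. Of 187 alternative values of named genes in the class contrasts, 166 passed the threshold, 21 did not and 0 were reversed. Those named genes were the ones with the smallest p in each contrast and direction, at most 5, picked in the same libraries. Their share therefore does not extend to calls nearer the threshold. Depth limits genes with few counts: KR76_27075 had a fold interval in PRG of 3.50 to 29.6.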

Other observations

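The tests below were chosen after the patterns were seen, and only for gene neighbourhoods was it written before the test was run what each outcome would show. Genes of cytochrome bd oxidase, a respiratory enzyme with high oxygen affinity, were chosen after their values were seen. Subunit II, KR76_16220, was 2.55-fold of the control in ALD (2.37 to 2.75) and 2.43-fold in ESE (2.26 to 2.62), against 0.868-fold in PRG (0.788 to 0.956), 0.638-fold in CRT (0.566 to 0.717) and 0.788-fold in ESL (0.709 to 0.874). Subunit I, KR76_16215, was 1.76-fold in ALD (1.67 to 1.85), 1.84-fold in ESE (1.75 to 1.93) and 0.509-fold in CRT (0.468 to 0.551), and the transporter KR76_16225, CydCD, which is needed for its assembly, was 2.27-fold in ALD (1.82 to 2.84) and 2.54-fold in ESE (2.05 to 3.17). The alcohol dehydrogenase KR76_24400 was below the control with every steroid, at 0.463-fold in PRG, 0.617-fold in CRT, 0.438-fold in ALD, 0.705-fold in ESE and 0.147-fold in ESL.

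The ratio of PRG to ALD turned over along the steroid island. Counting error does not account for this, since 9 genes had an interval above 1 and 3 below 1, nor does a scaling error or any common factor between the libraries, since the gap between the bounds of the first 7 and last 3 genes was 2.73 log2. Among windows of consecutive genes that did not overlap the island, 0.0762% had as large a step (4 of 5252). Only 133 of 4433 genes were at least 2-fold apart between PRG and ALD, so most windows could hardly hold such a step. This share therefore does not show how often a responding stretch turns over between single cultures. No biological explanation was tested, and doses, growth phase and differences between cultures stay open.

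Flagellar and chemotaxis genes were lower with estrogens. A high control library alone would leave no difference between the steroids, and 27 of 35 genes were lower in both estrogens than in all 3 pregnenes. The list of these genes was drawn up after the class contrasts of the same libraries had been seen, so this count cannot decide the question. Without the control, 8 of these genes were higher with pregnenes, but that fit is nearly the same as the fit with it, and without ESL every call but that of flagellin was lost, as for FliD (KR76_05415, log2 fold 1.08, edgeR adjusted p = 0.0949). DMSO, the solvent of estrone, would lower them in 1 estrogen library, and the medians of 2 lay under those of every pregnene library. The list was drawn from contrasts that took the 2 estrogen libraries together, so these medians cannot decide on DMSO either. Lower depth of the estrogen libraries is argued against by the 2 that were deeper than at least 1 pregnene library. An effect of estrogens on motility genes is a possible explanation, but the growth stage at harvest and doses were not measured here and stay open. The list median was below the control in every steroid library, from -0.19 log2 in PRG to -1.30 in ESL. The study's methods name ethanol as the solvent of progesterone, cortisol, aldosterone and estradiol, and describe a vehicle control for each steroid. The series holds only the lone CNTL library, and its solvent is not given in the labels. An effect of solvent on folds over the control therefore stays open too.

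ALD and ESE had the fewest genes at least 2-fold apart of any pair, at 38, although by chi-square per gene ESE and ESL were slightly closer (6.32 against 6.37). ALD RNA in the ESE library would bring island transcripts with it, and the summed island counts allow at most 1.30%. This bound covers counting error only and takes the island in ESE itself to match the control. ESE RNA in the ALD library was not tested, so mixing of ALD and ESE is not excluded. When the 5 steroid libraries were split into 3 and 2 in each of the 10 ways, the split of compound classes gave 26 genes and the split of ALD and ESE from the rest gave 44, all higher in ALD and ESE, which points to a structure of the samples beyond the classes. A shared culture or library batch may underlie it, but the labels name no batch, and no biological explanation was tested.

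For 3 libraries against 3, pregnenes against estrogens with the control gave 12 genes and the highest of the other splits gave 4. The 10 splits are too few for a share under 0.05, as 1 of 10 reached the real count.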
